A study of Mus musculus with 6 samples. Its data were reported in "Wnt signalling modulates transcribed-ultraconserved regions in hepatobiliary cancers" (2016).

How the data were processed

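Liver RNA of 12-month-old mice was measured on 6 single-colour arrays. Per the labels, 3 arrays held Apcfl/fl hepatocellular carcinoma (HCC) and 3 held Apc+/+ normal liver. The Apcfl/fl allele lowers the dose of Apc, a brake on the Wnt/β-catenin pathway, and these mice develop liver tumours. The labelling, per the labels and the study's methods, removed rRNA, amplified the remaining RNA with random primers into Cy3-labelled cRNA, and hybridised it to the Arraystar mouse lncRNA array. This array carries probes for long non-coding RNAs, for mRNAs and for transcribed-ultraconserved regions (T-UCRs), each T-UCR with 1 probe per strand.

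The authors scanned the arrays and extracted them with Agilent Feature Extraction. The deposited scanner files give, per spot, the processed intensity on a linear scale after background subtraction, the raw and background median intensity, an error estimate and flags. They are not normalised between arrays. A further deposited table of the authors holds log2 values, quantile normalised between arrays, of the 4197 distinct probes they called between the groups. The table has 4738 lines because some probes are repeated.

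Each file held 62513 spots. Control spots were left out, as were 1200 spots of 20 negative-control probes that the files do not mark as controls. Spots flagged as non-uniform or as population outliers were left out too, which removed 78 single-spot probes. Processed intensities were taken to log2, spots of a probe were averaged, and the 59631 remaining probes were quantile normalised, the normalisation the study's methods name. A probe was tested when it was flagged well above background on at least 3 of the 6 arrays, which held for 45640 probes. For probes with several spots the flag had to be set on at least 50% of them.

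Pairs of arrays were compared with the technical noise by a chi-square per probe, the squared log2 difference over the sum of the squared Feature Extraction errors, averaged over 29685 single-spot probes well above background on all 6 arrays. Apcfl/fl replicates 1 and 2 differed by less than that noise and were counted as 1 sample through the mean of their normalised log2 values. The design written before the data were examined had 6 samples. Counting 5, with a limit of 1 on the mean chi-square, was decided after the arrays had been compared, and the counts for 6 arrays are given beside the others.

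Groups were compared with limma (version 3.58.1, R 4.3.3), lmFit and eBayes, two-sided, with no covariate, as Apcfl/fl minus Apc+/+. Adjusted p-values are Benjamini-Hochberg values from limma over all tested probes. The threshold was an adjusted p below 0.05 with a fold change of at least 2. The methods' threshold, an unadjusted p of at most 0.05 with the same fold, was counted beside it. Sets were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. Values after ± are standard deviations over samples unless given as standard errors. For these arrays the number of samples limits the precision.

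T-UCR probes are named in the scanner files, and lincRNA probes were recognised by their probe identifiers. Other probes carry a name only where the authors' deposited table lists them, so for most genes a name exists only if the authors had called the probe. Accessions of mRNAs were turned into symbols with a RefSeq gene table of assembly GRCm38.p6. Probe coordinates were not used here. A probe for Apc was not identified by name and Apc is not reported here. The count of mRNA probes past the threshold was left out for the same reason. Of the gene lists fixed before the data were examined, sets with fewer than 5 named genes were not tested. A gene with several probes was represented by the brightest.

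The rule for named items was set before the data were examined. It takes 4 T-UCRs followed up in the study, which are uc82-, uc158-, uc196+ and uc455+, the 3 further T-UCRs with the largest rise and the 3 with the largest fall past the methods' threshold, the 5 named probes with the largest rise and the 5 with the largest fall, the 3 largest each way among lincRNA and mRNA probes, and members of the gene lists. Beyond the T-UCRs and lists, a named probe had an adjusted p below 0.05, was well above background on all 6 arrays, and had the 3 arrays of one group all on one side of the other 3.

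The limma steps were tested on simulated data with 200 changed probes among 45640, drawn from the real means and spreads. With 2 samples against 3, 64 probes passed the threshold, of which 62 were changed ones and 2 were not. With 3 against 3, 117 of the 200 passed with 5 false calls. At the methods' threshold most simulated calls were false. These were 1098 of 1288 calls with 2 against 3, and 805 of 1001 with 3 against 3. This share follows from the 200 probes set to change and is not an estimate for the real arrays. On those, 5118 probes passed the methods' threshold with 5 samples and 6126 with 6 arrays.

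Alternatives fixed before the data were examined were normexp background correction, scaling to the 75th percentile, no filter and a stricter filter on dim probes, the replicate number as a block, eBayes with trend and robust, the methods' t-test, each array left out in turn, other set tests and the authors' normalised values. The files held no mean spot signal, so normexp with an offset of 50 used the median signal. All 6 arrays lay on 1 slide with 1 scan, so slide and scan could not serve as blocks. Alternatives added after seeing the data were 6 arrays as 6 samples, Apc+/+ replicates 2 and 3 averaged as well, the row of the slide as a block, the methods' t-test on 6 arrays, leaving out Apcfl/fl replicates 1 and 2 together, and keeping only probes brighter on average than the brightest negative-control probe.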

Results

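To ask which transcripts differ between Wnt/β-catenin dependent HCC and normal liver, RNA from the liver of Apcfl/fl mice and of Apc+/+ mice aged 12 months was profiled on 6 arrays, 3 per group. The median processed intensity of the probe spots ranged from 38.9 to 61.8 between arrays. No probe spot was saturated. The share of probes well above background was 70.7%, 76.5% and 74.0% on the Apcfl/fl arrays and 80.5%, 50.8% and 82.8% on the Apc+/+ arrays, so that Apc+/+ replicate 2 had the lowest share. The 20 negative-control probes, which match no intended transcript, were also called well above background in part. This was so for 24.8% to 31.7% of their spots on the Apcfl/fl arrays and for 8.25% to 57.6% on the Apc+/+ arrays. The brightest of them reached a mean of 6.11 on the normalised log2 scale, and signals below that level were within the range of such non-specific signal. Where the mean of a group lay below it, the size of a change, and its place among the largest, is uncertain.

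The 3 arrays labelled as replicates of a group were not equally far apart. Apcfl/fl replicates 1 and 2 had a mean chi-square per probe of 0.774 against the technical noise, which is less than the noise itself, whereas replicate 3 had 14.9 against replicate 1 and 15.1 against replicate 2. Among 13321 bright probes, 9 differed more than 2-fold between replicates 1 and 2, against 2896 between replicates 1 and 3. Replicates 1 and 2 thus differed by less than the sampling noise and were counted as 1 sample, which left 2 Apcfl/fl samples and 3 Apc+/+ samples. Apc+/+ replicates 2 and 3 were also close, with a mean chi-square of 1.99 and 29 bright probes beyond 2-fold. They were kept as separate samples because this mean exceeded the noise, as did their spread among bright probes, 0.109 against 0.0901 and 0.0969 between spots within these arrays, although a robust chi-square of 0.808 did not. Averaging them as well took the number of probes past the adjusted threshold, given below as 878, to 0 by limma, while 4534 passed the methods' threshold. Apc+/+ replicate 1 had a mean chi-square of 6.37 and 7.56 against these 2 arrays.

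**Figure D1:**
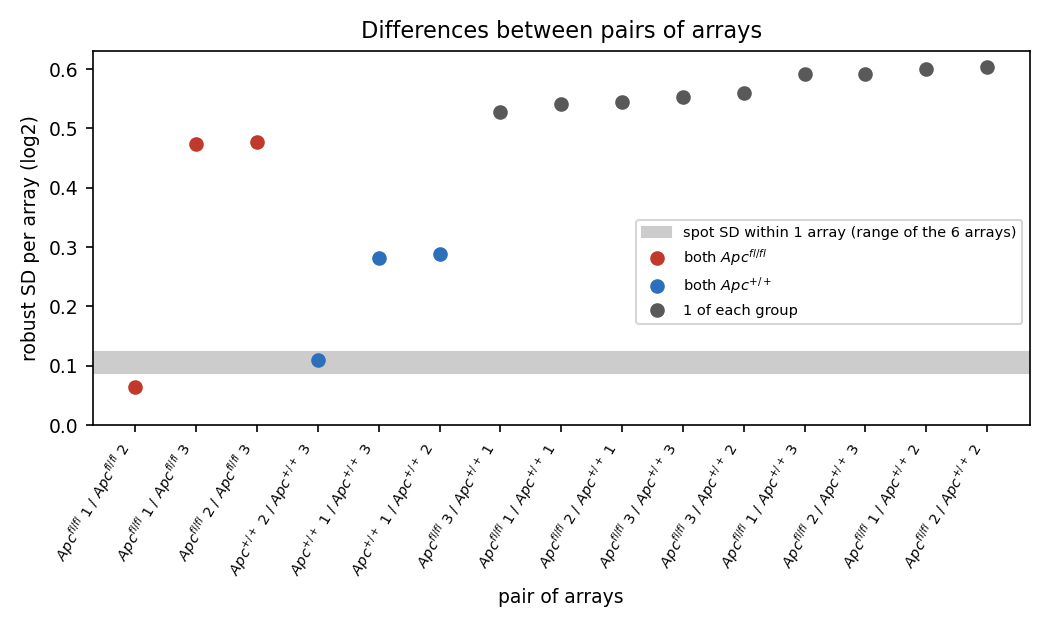
Each point is a pair of arrays, with the robust SD of their log2 differences expressed per array on the y axis for probes with a mean log2 signal above 8, and the grey band is the range over the 6 arrays of the SD between the 20 spots of a probe within an array. Apcfl/fl replicates 1 and 2 lie at 0.065, below the band, and Apc+/+ replicates 2 and 3 lie at 0.109, within it but above the values of these arrays themselves.

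Of 45640 tested probes, 878 passed the adjusted threshold, with 469 higher and 409 lower in Apcfl/fl HCC. With the 6 arrays taken as 6 samples the count was 3441, with 1569 higher and 1872 lower. The adjusted count fell to 0 when Apc+/+ replicate 1 or replicate 3 was left out and to 1 without replicate 2, where 5552, 4289 and 4453 probes respectively still passed the methods' threshold. At the methods' threshold 2448 probes were higher and 2670 lower with 5 samples, and 3098 and 3028 with 6 arrays. The samples of one group lay all on one side of those of the other for 37.9% of tested probes, where chance gives 20% for 2 samples against 3. With Apc+/+ replicates 2 and 3 also counted as 1 sample the share was 45.6%, where chance gives 33.3%. Probes are not independent, and these shares were not tested. Of 3567 tested lincRNA probes, 22 passed the adjusted threshold, 11 in each direction, and 222 passed the methods' threshold, 70 higher and 152 lower. With 6 arrays 143 passed the adjusted threshold, 37 higher and 106 lower. The methods' threshold was then passed by 254, of which 86 were higher and 168 lower. None of the 22 was left by limma when any 1 of the Apc+/+ arrays was left out. Adjusted over the list alone none passed by limma with 5 samples and 103 passed with 6 arrays. The row of the slide was partly tied to the group, as all Apcfl/fl arrays and Apc+/+ replicate 1 lay in row 1 and Apc+/+ replicates 2 and 3 in row 2. With the row as a block no probe passed the adjusted threshold by limma, while 3964 passed the methods' threshold.

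To assess T-UCRs in this model, the probes of both strands of 481 ultraconserved elements were considered, which are named here without the dot that the files place after uc. Of the 961 T-UCR probes that remained after filtering of flagged spots, 502 were tested and 177 of these had a mean signal above the brightest negative-control probe. At the methods' threshold 32 T-UCR probes differed, 8 higher and 24 lower in Apcfl/fl HCC, against 13 higher and 25 lower with 6 arrays and 12 higher and 18 lower without Apc+/+ replicate 2. The count of 32 moved most without a filter on dim probes, to 49, and with normexp correction, to 15. After adjustment over all tested probes, 6 T-UCR probes passed, of which 1 was higher and 5 were lower. With 6 arrays 21 passed, 5 higher and 16 lower. Adjusted over the list alone none passed by limma with 5 samples, where the lowest adjusted p was 0.0779, and 13 passed with 6 arrays. Adjusted over only the 177 brighter probes, a limit chosen after seeing the data, 6 passed with 5 samples and 17 with 6 arrays. Of the 6, 1 was higher and 5 were lower. No movement of the T-UCR probes as a set was detected against all other probes by camera, at the preset correlation (p 0.706) or an estimated one (p 0.871). Under fry, which tests the set by itself and not against other probes, none was detected either (p 0.912). The median change of the T-UCR probes was 0.04 on the log2 scale against 0.06 for all tested probes. Against 10000 random lists of other probes matched on mean signal, however, that median was low, since 1.11% of the lists had a median as low or lower.

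**Figure D2:**
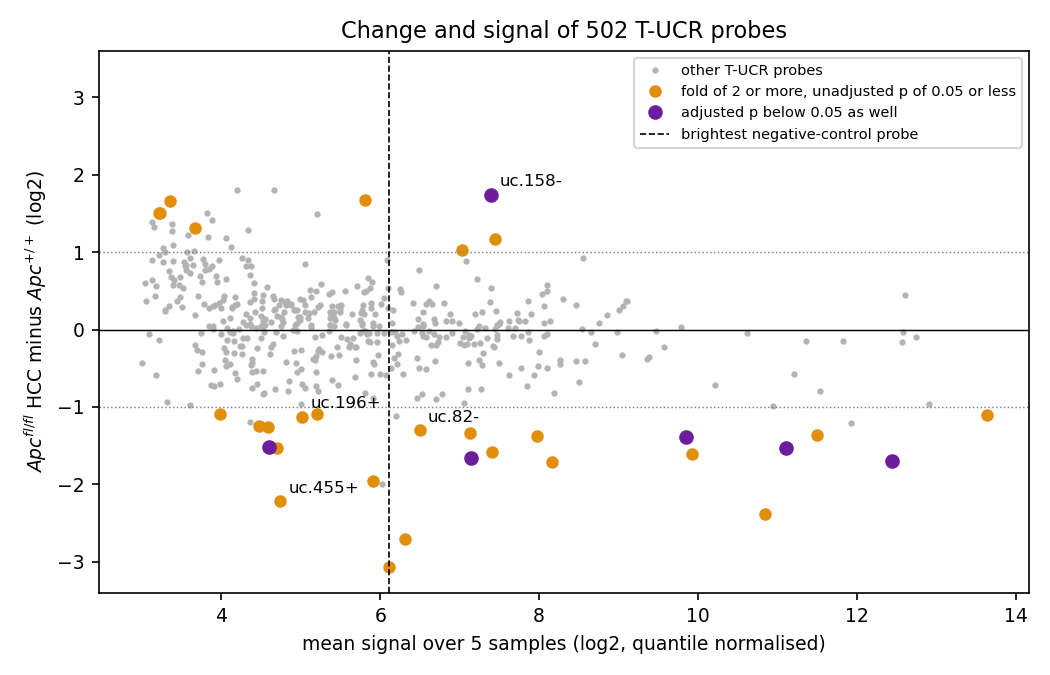
Each point is 1 of 502 tested T-UCR probes, with its mean normalised log2 signal on the x axis and its log2 change, Apcfl/fl HCC minus Apc+/+ liver, on the y axis. Coloured points passed the methods' threshold (32 probes) or the adjusted threshold as well (6 probes), and the dashed line at 6.11 marks the brightest negative-control probe.

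uc158- was upregulated in Apcfl/fl HCC and had the smallest p-value of all tested T-UCR probes. Its log2 signal was 8.44 ± 0.06 (SD, n = 2) in Apcfl/fl HCC and 6.70 ± 0.07 (SD, n = 3) in Apc+/+ liver. The log2 change was 1.74 (SE 0.18), a fold of 3.35, with an adjusted p of 0.0271 by limma, and all 3 Apcfl/fl arrays were above all 3 Apc+/+ arrays. Leaving out Apcfl/fl replicate 3 gave an adjusted p of 0.0583, and leaving out Apc+/+ replicate 1, 2 or 3 gave 0.0673, 0.138 and 0.153, with log2 changes between 1.69 and 1.78. Over all alternatives the log2 change ranged from 1.32, with normexp, to 1.92, in the authors' normalised values, and the adjusted p ranged from 0.00271, with 6 arrays, to 0.196, with the slide row as a block. On each array uc158- was brighter than the brightest negative-control probe, by at least 0.35 on the log2 scale. The opposite strand, uc158+, ranged from 3.71 to 4.60 over the 6 arrays with no separation of the groups.

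The other T-UCRs that the study followed by PCR were lower in Apcfl/fl HCC, and the change of none passed the adjusted threshold. uc455+ fell by 2.21 on the log2 scale (SE 0.70, adjusted p 0.194), was well above background on 1 of the 3 Apcfl/fl arrays, and lay below the brightest negative-control probe in its mean signal. Its fall was 0.95 with the slide row as a block. uc196+ fell by 1.13 (SE 0.38, adjusted p 0.213), likewise at a signal within the range of the negative-control probes. uc82- fell by 1.30 (SE 0.24, adjusted p 0.0738), and its adjusted p ranged over the alternatives from 0.0230, with 6 arrays, to 0.344, with the slide row as a block. In each of the 3 cases all Apcfl/fl arrays were below all Apc+/+ arrays. uc455-, on the opposite strand of uc455+, was brighter and fell by 2.38 (SE 0.54, adjusted p 0.107). uc196- and uc82+ were not well above background on any array.

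**Figure D3:**
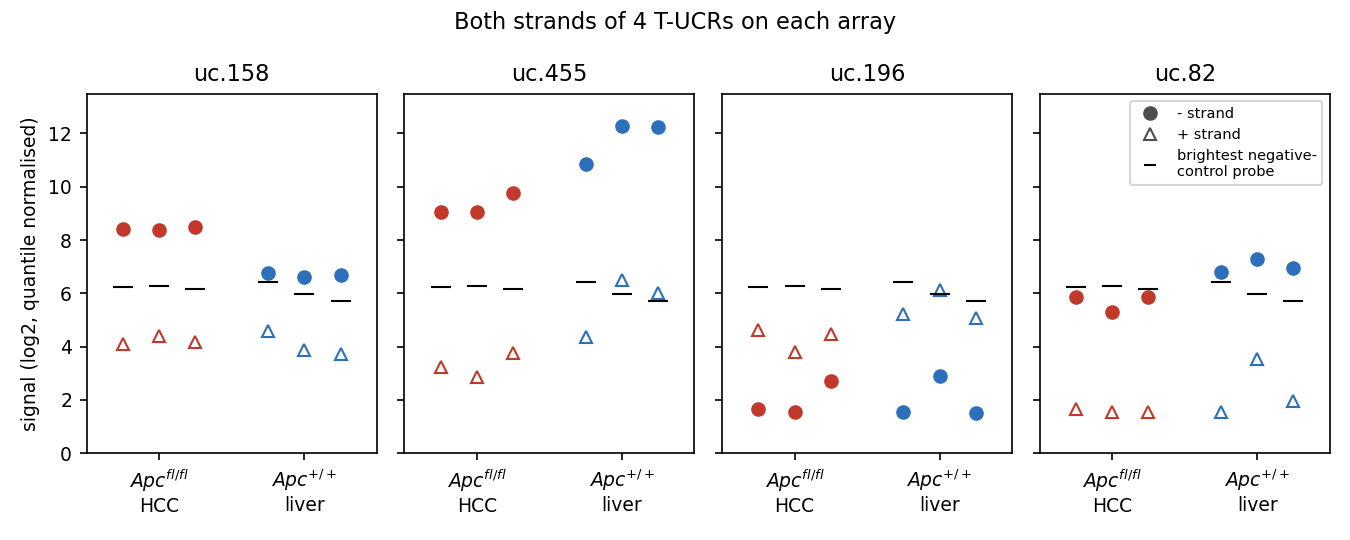
Normalised log2 signal of both strands of 4 T-UCRs (uc82, uc158, uc196 and uc455) on each of the 6 arrays, with Apcfl/fl HCC in red, Apc+/+ liver in blue, filled circles for the - strand, open triangles for the + strand and black bars for the brightest negative-control probe of the array. The signal of uc158- lies from 8.38 to 8.49 in Apcfl/fl HCC and from 6.63 to 6.77 in Apc+/+ liver.

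Besides these, the largest rises past the methods' threshold were those of uc97+ (3.18-fold, adjusted p 0.134), uc167- (3.16-fold, adjusted p 0.227) and uc379+ (2.83-fold, adjusted p 0.272). uc97+ was well above background on 2 of the 3 Apc+/+ arrays, and uc167- and uc379+ on 1 of 3. Among the largest falls, uc407+ fell by 3.07 (adjusted p 0.0676) and uc64+ fell by 2.70 (adjusted p 0.0517) on the log2 scale, followed by uc455- given above. Except for uc455-, these rises and falls were against a group mean below the brightest negative-control probe, as was the fall of uc82-, so their sizes are uncertain. The 5 T-UCR probes that fell past the adjusted threshold, singled out after their values were seen, were uc371-, uc18-, uc460-, uc153+ and uc189+, with log2 changes from -1.69 to -1.38. The last of these had a mean signal below the brightest negative-control probe.

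Among all probes with a name, 648 met the criteria for being named. Within these 648 the largest rises were those of ENSMUST00000140716 (log2 change 9.94, SE 0.58), ENSMUST00000136359 (8.72, SE 0.48), Cbr3 (7.83, SE 0.41), Ly6d (7.43, SE 0.66) and Lcn2 (7.20, SE 0.39). Their adjusted p-values lay between 0.0125 and 0.0206. The largest falls were those of uc008pyr.1 (-6.72, SE 0.82), Pabpn1 (-5.02, SE 0.51), Ccl21b (-4.79, SE 0.61), the mRNA NM_001134644 (-4.36, SE 0.40) and uc009cjb.1 (-4.32, SE 0.53), with adjusted p-values from 0.0218 to 0.0393. For ENSMUST00000140716, uc008pyr.1, Ccl21b and uc009cjb.1 the mean of the lower group, between 5.01 and 5.66, was below the brightest negative-control probe, so the sizes of these changes and their order are uncertain. Ccl21b has near-identical copies in the mouse genome, so its probe may read several genes. The largest changes among the mRNAs that met the criteria were within these. The criteria left out the named mRNA Gipc2, whose rise of 7.37 was larger than that of Lcn2. Among the 13 lincRNA probes that met these criteria, which leave out some with larger changes that were not well above background on all 6 arrays, MM9LINCRNAEXON11349+ rose by 4.70 and MM9LINCRNAEXON11066- fell by 4.26 on the log2 scale, with adjusted p-values of 0.0341 and 0.0194. They were followed by rises of 3.21 and 2.80 for MM9LINCRNAEXON10517+ and MM9LINCRNAEXON10582+, and by falls of 2.69 and 2.61 for MM9LINCRNAEXON10903- and MM9LINCRNAEXON11987-. The sizes of the rises of MM9LINCRNAEXON11349+ and MM9LINCRNAEXON10517+ are uncertain for the same reason. Each of these adjusted p-values exceeded 0.05 when any 1 of the Apc+/+ arrays was left out.

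Gene lists fixed beforehand were examined to relate the tumours to known liver programmes. Names existed mainly for probes the authors had called on these arrays, so the named members are selected for a difference and are not independent evidence. Of 20 Wnt/β-catenin target genes of mouse liver, 5 were named and all were lower in Apcfl/fl HCC. The others, among them Glul, Axin2 and Lgr5, were not named, so the activity of the pathway cannot be read from this list. The paper states that earlier work found nuclear β-catenin and active Wnt-related genes in this model. Cyp2e1 fell by 4.06 (SE 0.34, adjusted p 0.0194), and Lect2, Cyp1a2, Tbx3 and Oat fell by 2.58, 2.38, 1.51 and 1.22 without passing the adjusted threshold. Adjusted over the list alone, 5 of 5 passed, against 1 over all tested probes. With 6 arrays Lect2, Oat and Tbx3 had adjusted p-values over all probes of 0.0173, 0.0212 and 0.0371. That of Cyp1a2 was 0.0586. Of 15 proliferation genes, 9 were named and all were higher, with a median log2 change of 3.71. Among these Cdk1 rose by 5.01 (SE 0.33, adjusted p 0.0155), and 5 of 9 passed the adjusted threshold over all probes and 9 adjusted over the list alone. With 6 arrays the adjusted p-values of the 9 over all probes ranged from 8.44e-04 to 0.0335 by limma. The lower group mean of Cdk1 (5.43, well above background on 2 of the 3 Apc+/+ arrays), Mcm6, Aurka and Tbx3 was below the brightest negative-control probe, and the sizes of their changes are uncertain. Within the 2280 mRNA probes of the authors' deposited table, of which 57.3% were higher, the Wnt targets stood lower (camera p 0.00527) and the proliferation genes higher (camera p 6.67e-04). Both had low p-values under fry (p 2.91e-04 and 0.00111), which tests a set by itself and not against other probes. Since the named genes were selected for a difference, the fry values add no support. Neither held under camera with an estimated correlation (p 0.0652 and 0.161).

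**Figure D4:**
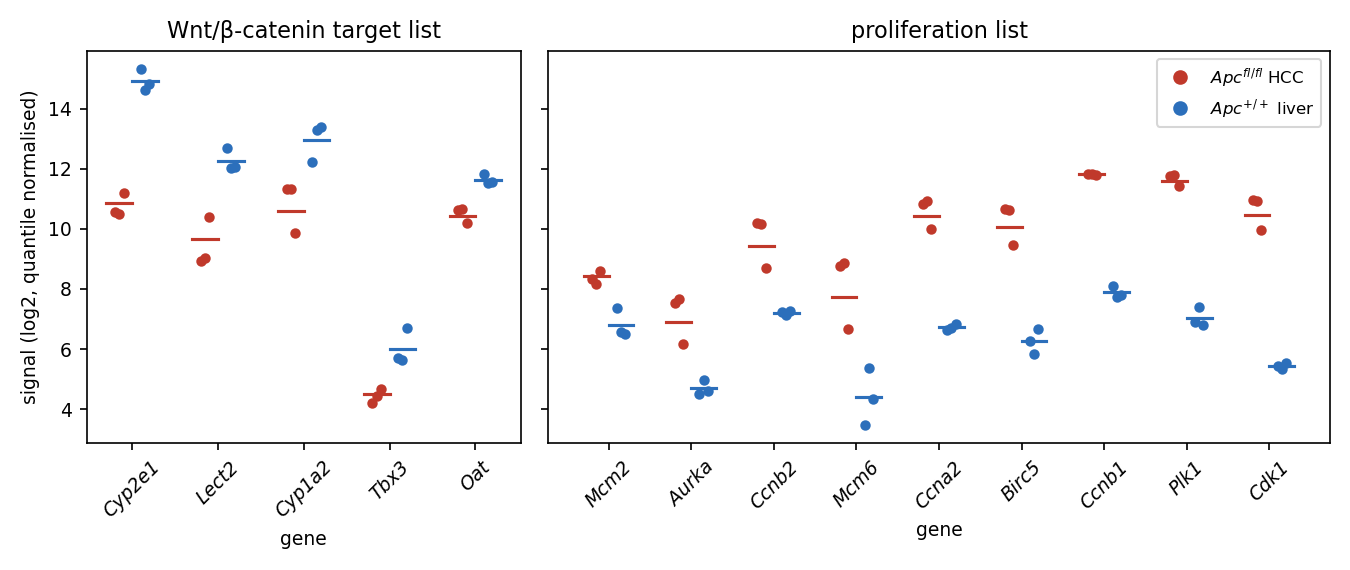
Normalised log2 signal of the named members of the Wnt/β-catenin target list (5 genes) and the proliferation list (9 genes), with a point per array, Apcfl/fl HCC in red and Apc+/+ liver in blue, and a line for the mean over samples. Each Wnt target is lower and each proliferation gene higher in all 3 Apcfl/fl arrays, and the genes were named because the authors had called them.

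Of the other lists too few members were named for a test. Spp1, the single named gene of the fetal liver and HCC markers, rose from a log2 signal of 8.10 to 13.10 at its brightest probe (adjusted p 0.0351), and its other probes rose by 1.87 to 4.85. The hepatocyte genes Apoa1 and Cebpa fell by 2.38 and 1.56, and the periportal gene Cps1 fell by 1.21. The leukocyte genes Cd74 and Adgre1 rose by 1.57 and 1.64. For Cps1 and Adgre1 the lower group mean was likewise below the brightest negative-control probe. None of these 5 genes passed the adjusted threshold with 5 samples. With 6 arrays the adjusted p was 0.0416 for Apoa1 and 0.0421 for Cps1. For Cebpa, Cd74 and Adgre1 it was 0.0629, 0.0749 and 0.0876. A dimmer probe of Cd74 rose by 1.58, with an adjusted p by limma of 0.108 with 5 samples and 0.0275 with 6 arrays. No fibroblast or stellate cell gene and no sex chromosome gene was named. Among genes that differ between the sexes in liver, the male-biased Cyp4a12a and Cyp4a12b rose by 2.36 and 3.31 and Slco1a1 fell by 2.02, while the female-biased Cyp2a4 rose by 4.30 and Cyp3a41a fell by 1.75, so that neither list moved in a single direction. Of these 5 only Cyp2a4 passed the adjusted threshold with 5 samples, with an adjusted p of 0.0405. With 6 arrays the adjusted p-values of the 5 ranged from 0.00714 to 0.0418. Cyp2a4, Cyp3a41a and the Cyp4a12 genes have near-identical copies that their probes may also read. Of 15 reference genes with 20 spots each, Tuba1b alone passed the adjusted threshold with 5 samples (log2 change 1.39, adjusted p 0.0489). With 6 arrays Gusb, G6pd2 and Nono also had adjusted p-values below 0.05 (0.0270, 0.0269 and 0.0366).

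All 4197 probes of the authors' deposited table were tested, and all 4197 had the same direction here. The log2 changes correlated across probes with r = 0.999, where probes are not independent replicates. The table holds values of these same arrays for probes the authors had called. The agreement therefore checks the processing and is not independent evidence for the changes. At the methods' threshold 90.5% of them passed with 5 samples, and 17.7% passed the adjusted threshold. With 6 arrays 3988 of the 4197 passed the methods' threshold and 2922 the adjusted one. The authors' deposited table lists 23 T-UCRs, 4 higher and 19 lower. Of these, 20 passed the methods' threshold with 5 samples and 5 passed the adjusted one.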

Values the study reported

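The study reported that 4 T-UCRs were upregulated and 18 were downregulated by more than 2-fold in Apcfl/fl tumours relative to Apc+/+ liver on these arrays. In further mice it measured uc158-, uc455+, uc82- and uc196+ by real-time PCR, and reported a significant rise for the first and a significant fall for the second.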

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

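Chosen only after the data were seen were the alternatives with 6 arrays as 6 samples (by limma or by the methods' t-test), with Apc+/+ replicates 2 and 3 averaged as well, with the slide row as a block, without Apcfl/fl replicates 1 and 2 together, and with probes brighter than the brightest negative-control probe. The cause of the differences below was not tested unless one is named.

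Of 228 comparisons of a main result with an alternative, 174 kept the direction and the side of the threshold, or stayed within 1.5 times for a count. This total pools results that could hardly change, such as the agreement with the authors' table, with results that were past no threshold. It does not measure the stability of the adjusted calls. The adjusted counts of all probes and of lincRNA probes, and the adjusted p of uc158-, changed more often, as given below. Of 410 comparisons for the further named probes, 274 did so, 121 were no longer past the threshold, 15 became so, and none changed direction.

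The number of probes past the adjusted threshold was 878. It became 1651 with normexp, of which 750 were among the 878, 277 without a filter on dim probes, 1966 when probes had to be well above background on all 6 arrays, 1900 by eBayes with trend and robust, and 2077 with the limit at the brightest negative-control probe. The filters change the number of tested probes, from 59631 without a filter to 29700 and 25262 with the stricter ones. With 6 arrays as 6 samples it was 3441, which included all 878. The methods' t-test gave 3 after adjustment and 3517 at the methods' threshold, and on 6 arrays 1629 and 4802. It was 0 by limma with Apc+/+ replicates 2 and 3 averaged as well and 0 with the slide row as a block, where 4534 and 3964 probes passed the methods' threshold. Both leave fewer residual degrees of freedom. With the replicate block on 6 arrays it was 1075, although the replicate numbers did not pair the arrays, as the correlations within a replicate number ranged from -0.0686 to 0.0587. Leaving out single arrays gave 0 to 1028 probes, with 0, 1 and 0 without Apc+/+ replicates 1, 2 and 3 and 558 without Apcfl/fl replicate 3. Without Apcfl/fl replicate 3, or without replicates 1 and 2 together, 1 Apcfl/fl sample remains and is assumed to vary like the Apc+/+ samples. The share of higher probes was 53.4% and became 59.9% with scaling to the 75th percentile, 67.1% without a filter and 38.3% with the filter on all 6 arrays. At the methods' threshold the count of 5118 became 2983 with normexp and stayed within 1.5 times under the other alternatives.

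The count of 22 lincRNA probes became 63 with normexp, 4 without a filter, 84 with the filter on all 6 arrays, 82 with trend and robust, 143 with 6 arrays, 62 by the methods' t-test on 6 arrays and 91 with the limit at the brightest negative-control probe. It was 0 by the methods' t-test, 0 with Apc+/+ replicates 2 and 3 averaged as well and 0 with the slide row as a block, and 0 to 34 when single arrays were left out, with 0 without any 1 of the Apc+/+ arrays.

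The count of 32 T-UCR probes at the methods' threshold became 15 with normexp, 49 without a filter, 20 with the filter on all 6 arrays, 20 by the methods' t-test, 18 with the limit at the brightest negative-control probe, and 16 from the authors' normalised values, which cover only probes they called. Of the 32, 8 were higher and 24 lower, against 12 and 18 without Apc+/+ replicate 2 and 5 to 11 and 19 to 27 without any other single array. As a set the T-UCR probes were past no threshold in any alternative, and leaving out single arrays gave camera p-values from 0.356 to 0.988. The direction was reversed without Apc+/+ replicate 1 (p 0.988).

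The rise of uc158- kept its direction throughout, with log2 changes from 1.32 with normexp (adjusted p 0.0107) to 1.92 in the authors' normalised values. Its log2 change of 1.74 had an adjusted p of 0.0629 without a filter, where more probes are tested, and of 0.10 by the methods' t-test. It was 1.77 without Apcfl/fl replicates 1 and 2 together (adjusted p 0.0511), 1.72 with Apc+/+ replicates 2 and 3 averaged as well (0.125), 1.67 with the slide row as a block (0.196), and 1.69 to 1.78 when single arrays were left out. The fall of uc82- reached an adjusted p below 0.05 with normexp (fell by 0.79, adjusted p 0.0376), with 6 arrays (fell by 1.35, 0.0230), and, where it fell by 1.30, with the filter on all 6 arrays (0.0356), with trend and robust (0.0410) and with the limit at the brightest negative-control probe (0.0313). The fall of uc455- reached it with 6 arrays (fell by 2.50, adjusted p 0.0258). uc455+ and uc196+ did not reach it under any alternative, and uc455+ ranged from a fall by 2.86 without Apc+/+ replicate 1 to a fall by 0.66 with normexp.

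The Wnt/β-catenin targets and the proliferation genes were past the threshold under every alternative that gave a value except an estimated correlation (p 0.0652 and 0.161). Among these alternatives, fry tests a set by itself and not against other probes. The Wnt/β-catenin list gave no value under the stricter filters, which left fewer than 5 genes, and uc455+ and uc196+ gave none where a filter removed them. All tested probes of the authors' deposited table had the same direction with the stricter filters and with scaling to the 75th percentile. Slide and scan as blocks, and the alternatives for Apc, for mRNA probes and for the lists with fewer than 5 named genes, were not run.

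Signal over background limits the dim probes, since 325 of the 502 tested T-UCR probes had a mean signal below the brightest negative-control probe.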

Other observations

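Chosen only after the results were seen were the tests of Apcfl/fl replicates 1 and 2, including the measure used for identical intensities, those of Apc+/+ replicates 2 and 3, of the Wnt/β-catenin targets against hepatocyte genes, of uc158- against the negative-control probes, and of the slide row, of the matched lists with each array left out and, in the form given, of the background for the T-UCR falls.

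Apcfl/fl replicates 1 and 2 had a mean chi-square per probe of 0.774, which is consistent with one RNA or one animal on both arrays. No probe spot had an identical processed intensity in any pair of arrays, so unprocessed median intensities were compared. They were identical for 1.80% of probe spots, against 0.723% to 2.14% for the other pairs, which argues against one scan under different names. Little spread between Apcfl/fl livers in general is argued against by replicate 3, whose lowest mean chi-square against these arrays was 14.9. A pair of unusually similar animals stays open.

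Apc+/+ replicates 2 and 3 had a mean chi-square of 1.99. One RNA on both arrays and separate but similar animals cannot be told apart, since the value lies above the noise and far below the 6.37 and 7.56 of the other Apc+/+ pairs, and the robust chi-square of 0.808 lies below the noise. These arrays also share a row of the slide.

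More T-UCR probes fell than rose at the methods' threshold. Higher background on the Apc+/+ arrays could do this to dim probes, and 16 of the 20 negative-control probes were lower in Apcfl/fl HCC, with a median of -0.21. The limit here was 6.22, the highest mean of a negative-control probe within a group, in place of the 6.11 used above. Of the 14 T-UCR probes past the threshold whose mean in each group lay above this limit, 78.6% fell, and of the 18 others 72.2%. The brighter probes are too few to exclude background, and it and a change in the transcripts cannot be told apart. Of 10000 random lists of other probes matched on mean signal, 0.27% had as large an excess of falls. Without Apc+/+ replicate 2, the array with the lowest share of probes above background, 12 T-UCR probes rose and 18 fell, and 13.4% of matched lists had as large an excess, against 0.04% to 2.72% without any other single array. The excess thus depended on that array, and low signal in general stays open. With the slide row as a block 7 T-UCR probes rose and 20 fell, so that 74.1% fell, but this contrast rests on the single Apc+/+ array in row 1, so the row stays open too. With all arrays the excess came from few rises more than from many falls. The 24 falls were near the median of 22 in the matched lists (95% of lists from 13 to 31), whereas the 8 rises were below their median of 25 (16 to 35). Without Apc+/+ replicate 2 the 12 rises were just below the range of the lists (13 to 30). Why few T-UCR probes rose was not tested, and differences between individual animals and a difference between tumour and normal liver stay open.

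The changes on opposite strands of a T-UCR were compared over 136 pairs of tested probes. Pearson r across T-UCRs, which are not independent replicates, was 0.0491 (permutation p 0.572), Spearman rho was 0.0215 (permutation p 0.798), and r was -0.0011 without the 2 farthest pairs. No relation between strands beyond chance was found.

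The rise of uc158- exceeded the largest rise among the negative-control probes, which was 0.39 on the log2 scale. This argues against non-specific signal of their kind as its source.

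The named Wnt/β-catenin targets were all lower in Apcfl/fl HCC. A general loss of hepatocyte transcripts may contribute, as the 3 named hepatocyte and periportal genes were lower too, the least of them at -1.21. However, only 2 of 10 hepatocyte and 1 of 12 periportal genes of the lists were named. The others were not found among the probes the authors had called, and whether the array measures them was not determined. Loss of hepatocyte transcripts and a change specific to these targets cannot be told apart, because genes were named only where the authors had called them.

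Of the 10 splits of the 5 samples into 2 and 3, 1 gave as many probes past the adjusted threshold, which was the real one. The design cannot give a share below 10%, so chance cannot be excluded by splits.

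At the methods' threshold, 8 T-UCR probes rose here, and over the alternatives from 1 with normexp to 13 with 6 arrays, with 4 by the methods' t-test and 6 by that test on 6 arrays. The count of 8 is higher than the value quoted from the study above, while the alternatives lie on both sides of it.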
